A study of Mus musculus with 69 samples.

How the data were processed

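RNA-seq libraries had been made from kidney tubules dissected by hand from male C57BL/6 mice. Per the labels, the tubules were the first segment of the proximal tubule (PT-S1) or the cortical collecting duct (CCD). The mice had either a sham operation or unilateral nephrectomy (UNx), the surgical removal of a kidney, and tubules were taken 24 h or 72 h later. Per the labels' protocols, RNA was extracted with a Zymo kit, cDNA from polyA RNA was made with the SMART-Seq V4 low-input kit, and the libraries were sequenced on a NovaSeq instrument.

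The authors deposited 4 tables, 1 for each segment and time, which hold TPM values, the length-scaled abundance of transcripts, per gene and library. TPM divides the reads of each gene by its length and scales each library to a total of 1e+06, so the totals carry no depth. The depth of each library is therefore unknown, and no counting error or detection limit was computed. The aligner, the counting tool, the genome build and the annotation release are not stated in the labels or the file headers, so no coordinates are given. Genes are named by the symbols and Ensembl identifiers that the tables pair. The 24 h tables list 55487 genes and those of 72 h list 53700, of which 52404 identifiers are shared. The 4 tables were treated as normalized separately. All tests of UNx against sham were made within a table, and a comparison between tables used only the difference of such effects.

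All 69 columns of the tables were used, 1 for each of the 69 samples. For 47 columns the name matched a single sample. For the other 22 the name gave the group and the animal, while the library number in the column and in the sample title differed, so which library of that animal the column holds stays open. This does not touch the animal means on which the tests rest. The number after Sham or UNx in a title was read as the animal, because several libraries carry the same number. Libraries of an animal were averaged on the log2 scale, so that the animal is the replicate. No 2 columns held identical values (0 identical columns in each table). Whether PT-S1 and CCD libraries come from the same animals is not stated, and no pairing across segments was assumed.

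Before the data were examined, the tests, the gene lists, the rule for naming genes and the alternative settings were fixed, apart from the setting described below as added later. Genes with a mean TPM of at least 1 over the animals of a table were tested on log2(TPM + 1), with a pseudocount of 1. Every fold change is on this log2(TPM + 1) scale, which understates the change of genes with low values. UNx was compared with sham by limma 3.58.1 in R 4.3.3, with linear models and empirical Bayes moderation with a mean-variance trend. The tests were two-sided, with Benjamini-Hochberg adjustment over the genes tested and a threshold of 0.05. Whether an effect differed between times or segments was tested by limma as the difference of both effects in a model of the 4 groups, over genes with a mean TPM of at least 1 in both tables.

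The 10 gene lists tested held PPAR-alpha targets, sterol synthesis genes (SREBP targets), cell cycle genes, immediate early genes, tubular injury genes, interferon response genes, NRF2 targets, ATF4 targets, ribosomal proteins and oxidative phosphorylation subunits. They were chosen from general knowledge and not from these samples. Each list was set against all other genes with camera, the competitive set test of limma, at a preset correlation between genes of 0.01, with Benjamini-Hochberg adjustment over the 10 lists of a table. Each animal was also given a list score, the mean log2(TPM + 1) of the members minus the mean over all genes tested. Scores of sham and UNx animals were compared by two-sided exact permutation tests over all assignments of the animals, adjusted over the 10 lists of a table. The same scores were computed for 11 lists of cell type markers, which cover podocytes, endothelium, thick ascending limb, distal convoluted tubule, proximal tubule S1/S2, proximal tubule S3, principal cells, intercalated cells, macrophages and leukocytes, fibroblasts and mural cells, and erythrocytes. Clock genes formed 2 further lists, in phase with Dbp and opposite to it. These were added later as a test of the time of day, before their values were seen.

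The genes named for a table were at most 3 higher and 3 lower genes with an adjusted p under 0.05, a mean TPM of at least 10 in at least 1 group and no overlap between the animals of both groups. They were ranked by the size of the fold change, and predicted genes and pseudogenes recognised by their symbols were passed over. Where no gene qualified, the 2 genes with the smallest p were named, without the rule on symbols. For each list past its threshold, the 2 members with the smallest p were named, apart from 2 members that are not reported here but are included in the counts of named genes across settings. Slc5a2, Slc34a1, Slc5a12 and Lrp2 for PT-S1 and Aqp2, Aqp3, Avpr2 and Scnn1b for CCD were named in all 4 tables as a check of the dissection. For the differences between effects, the 2 genes with the smallest p past the threshold were named.

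Alternatives changed 1 choice at a time. They were pseudocounts of 0.1 and 5, a mean TPM of at least 5, no filter except TPM above 0 in at least 3 animals, quantile normalization, median-ratio scaling, leaving out mitochondrially encoded genes, every library as a replicate, the animal as a random effect, log2 of the mean TPM per animal, sample weights from arrayWeights, robust empirical Bayes, a block by replicate number, and leaving out each animal in turn. For the lists, fry (the self-contained set test of limma) and camera with the correlation estimated per list were also run. A further setting, chosen after seeing the data, left out the 5 libraries whose median correlation with the other libraries of their table was under 0.92. Gene length and GC content came from the GENCODE M21 mouse transcripts, matched by Ensembl identifier, and were used only to draw 10000 random lists matched on expression, length and GC, and to fit a loess trend with a span of 0.3. They were known for 100.0% of the members of each set so checked. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

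The procedure was tested on simulated data in which 200 genes of each table were changed, with 5 simulations per table. Of genes changed by 1 on the log2 scale, it recovered 53.4% among 11615 genes in PT-S1 24 h, 47.2% among 11642 in PT-S1 72 h, 87.8% among 13471 in CCD 24 h and 75.2% among 13458 in CCD 72 h. Of genes changed by 2, it recovered 94.6%, 95.4%, 97.8% and 98.0% in the same order. False calls averaged 8.6, 7.0, 13.8 and 11.2 genes, and with no simulated change 0 genes were called. For effects that differed by 2 between tables, it recovered 82.4% of the changed genes in the comparison of times in PT-S1, 96.4% in CCD, 95.5% between segments at 24 h and 92.4% at 72 h.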

Results

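Gene expression was measured by RNA-seq in tubules dissected from mouse kidneys after a sham operation or after unilateral nephrectomy (UNx). The design asks how the first segment of the proximal tubule (PT-S1) and the cortical collecting duct (CCD) of the remaining kidney respond. It also asks whether the response differs between 24 h and 72 h. PT-S1 at 24 h comprised 8 sham libraries from 3 animals and 9 UNx libraries from 4 animals. PT-S1 at 72 h comprised 12 libraries from 5 animals in each group. CCD at 24 h comprised 8 sham libraries from 4 animals and 7 UNx libraries from 3 animals, and CCD at 72 h comprised 7 sham libraries from 4 animals and 6 UNx libraries from 4 animals. Values below are means over animals ± SD with n the number of animals.

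Sequencing depth is unknown. The number of genes with at least 1 TPM per library ranged from 11386 to 12318 in sham and from 10942 to 12145 in UNx libraries of PT-S1 at 24 h, and from 11199 to 12494 in sham and from 9247 to 11954 in UNx libraries at 72 h. In CCD it ranged from 13557 to 13957 and from 12992 to 13766 at 24 h, and from 12681 to 14203 and from 13348 to 14875 at 72 h. Mitochondrially encoded genes took a median of 3.98% of TPM in sham and 4.76% in UNx libraries of PT-S1 at 24 h, 6.94% and 6.19% at 72 h, 2.42% and 2.00067% in CCD at 24 h, and 3.20454% and 2.97% at 72 h. The median correlation of log2(TPM + 1) between libraries of a table was 0.958, 0.963, 0.966 and 0.963 in PT-S1 24 h, PT-S1 72 h, CCD 24 h and CCD 72 h. In 5 libraries the median correlation with the other libraries of the table was under 0.92, of which 2 belonged to PT-S1 24 h sham, 2 to PT-S1 72 h UNx and 1 to CCD 72 h sham. Libraries of the same animal deviated together more than libraries of other animals of the group in 3 tables, by a mean correlation difference of 0.228 in PT-S1 72 h (one-sided permutation p = 0.0041), 0.111 in CCD 24 h (permutation p = 0.0102) and 0.257 in CCD 72 h (permutation p = 0.0011). In PT-S1 24 h the difference was 0.169 (permutation p = 0.0576).

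The segment markers separated the dissected tubules, at levels that compare tables normalized separately. Slc5a2 (ENSMUSG00000030781), the glucose transporter of the early proximal tubule, reached 2915 ± 424 TPM (SD, n = 3) in sham and 1989 ± 803 TPM (SD, n = 4) in UNx animals of PT-S1 24 h, against 1.61 ± 1.05 TPM (SD, n = 4) and 0.969 ± 0.342 TPM (SD, n = 3) in CCD 24 h. Aqp2 (ENSMUSG00000023013), the water channel of principal cells, reached 22506 ± 13166 TPM (SD, n = 4) in sham and 41324 ± 9484 TPM (SD, n = 3) in UNx animals of CCD 24 h, against 0.095 ± 0.123 TPM (SD, n = 3) in sham animals of PT-S1 24 h. Slc34a1 (ENSMUSG00000021490) averaged 9082 TPM in sham PT-S1 at 24 h and 30.3 TPM in sham CCD at 24 h, and Slc5a12 (ENSMUSG00000041644) averaged 306 TPM and 0.353 TPM. Lrp2 (ENSMUSG00000027070) averaged 112 TPM and 0.743 TPM. Avpr2 (ENSMUSG00000031390) averaged 996 TPM in sham CCD and 0.027 TPM in sham PT-S1 at 24 h, and Scnn1b (ENSMUSG00000030873) averaged 1066 TPM and 0.013 TPM. Aqp3 (ENSMUSG00000028435) was not restricted to CCD, with 3799.7 TPM in sham CCD and 76.9 TPM in sham PT-S1 at 24 h.

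With the animal as the replicate, none of these 8 markers differed between UNx and sham past the limma threshold in any table in which it was tested. In CCD 24 h, Aqp2, Aqp3 and Avpr2 passed with every library as a replicate (limma adjusted p = 0.0174, 0.0162 and 0.00837) and with the animal as a random effect (0.0405, 0.0355 and 0.0309). The change of Aqp2 was 1.06 (SE 0.444, adjusted p = 0.297) in CCD 24 h and 0.014 (SE 0.314, adjusted p = 0.997) in CCD 72 h, and that of Slc5a2 was -0.64 (SE 0.365, adjusted p = 0.350) in PT-S1 24 h and -0.17 (SE 0.363, adjusted p = 0.766) in PT-S1 72 h. The sign of Slc5a2, Slc34a1 and Slc5a12 in PT-S1 72 h depended on the scaling, since with median-ratio scaling their changes turned to 0.22, 0.33 and 0.21. Averaged before the log2 step, Slc5a2 at 72 h was 2566 ± 660.3 TPM in sham and 2758 ± 871 TPM in UNx animals (SD, n = 5 each).

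In PT-S1 at 24 h, 0 of 11874 genes passed the adjusted threshold (smallest adjusted p = 0.109), while 2109 genes (17.8%) had an unadjusted p under 0.05. The groups did not overlap in 2533 genes (21.3%), where chance gives 5.71%. The median change over all genes was -0.19, and was -0.011 with quantile normalization and 0.012 with median-ratio scaling, under which 0 genes and 1 gene passed. Changes in this table are therefore also given relative to that median. The count moved most with arrayWeights, which gave 1426 genes (171 higher, 1255 lower), and 3 of the 35 possible splits of the 7 animals gave as many with these weights, or 2 of the 31 splits in which the weights converged. The number at an unadjusted p under 0.05 ranged from 826 (without sham animal 1) to 2842 (without sham animal 3) when an animal was left out, and was 1247 without UNx animal 1 and 1307 without UNx animal 2. Without UNx animal 4, 8 genes passed, and without UNx animal 3, 2 genes passed.

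The genes with the smallest p in PT-S1 24 h were Fabp1 and Gm27640. Fabp1 (ENSMUSG00000054422), a fatty acid binding protein, was 7.64 ± 2.20 TPM (SD, n = 3) in sham and 64.5 ± 31.3 TPM (SD, n = 4) in UNx animals, a change of 2.93 (SE 0.365, limma adjusted p = 0.109), or 3.12 relative to the median of all genes. Its adjusted p ranged from 0.0165 to 0.672 when each animal was left out, and fell under the threshold without UNx animal 3 (0.0182) or UNx animal 4 (0.0165). Over the other alternatives the adjusted p of Fabp1 ranged from 0.000437 to 0.217, with a change between 2.39 and 3.19. Gm27640 (ENSMUSG00000098948) was 8.12, 15.4 and 8.14 TPM in the sham animals and was listed at 0 in UNx animals 1, 2 and 4 and at 2.55 TPM in UNx animal 3 (limma adjusted p = 0.130). Without UNx animal 3 its adjusted p was 0.0016861. The values of sham animal 2 (30.8 TPM) and UNx animal 3 (5.1 TPM) each came from 1 of 2 libraries.

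**Figure D1:**
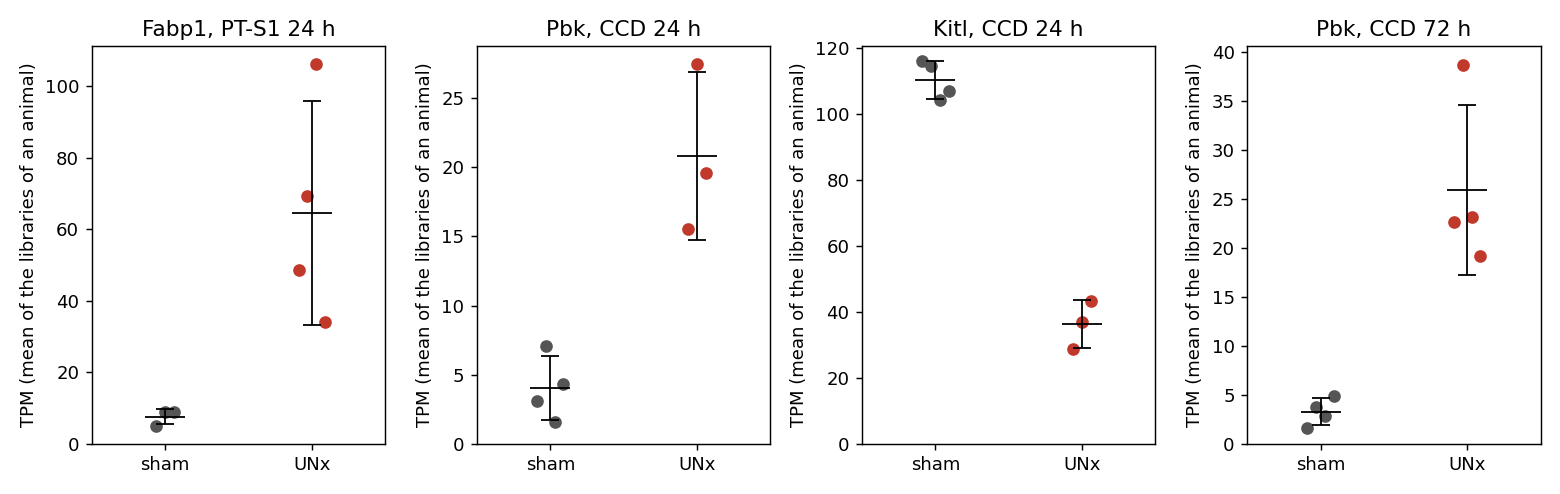
TPM of Fabp1 in PT-S1 24 h, Pbk in CCD 24 h, Kitl in CCD 24 h and Pbk in CCD 72 h (y axes, linear, from 0) in sham and UNx animals. Each dot is the mean of the libraries of 1 animal, the long bar the group mean and the whiskers ± 1 SD; in each panel the groups do not overlap, with means of 7.64 and 64.5, 4.01 and 20.8, 110.4 and 36.4, and 3.29 and 25.95 TPM in sham and UNx animals.

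Of the 10 gene lists, 8 passed the camera threshold in PT-S1 24 h, 7 higher and 1 lower relative to all genes. The PPAR-alpha targets, which serve fatty acid oxidation, had a list score 0.99 higher in UNx than in sham animals (camera adjusted p = 9.1e-24), with all 4 UNx animals above all sham animals (two-sided exact permutation p = 0.0286, the smallest that 3 against 4 animals allow; 0.143 adjusted over the 10 lists). The numbers of animals did not allow 1 list alone to pass adjustment of its exact p over the 10 lists in any table. With 1 list alone at the smallest possible p, its adjusted p would be 0.0794 in PT-S1 72 h and 0.286 in the other tables. To pass, 2 lists at that p would be needed in PT-S1 72 h and 6 in the other tables. The score was also higher for NRF2 targets by 0.51 (camera adjusted p = 5.7e-08; exact p = 0.0286, adjusted 0.143; 4 of 4 UNx animals above all sham animals). It was higher for tubular injury genes by 0.69 (5.22e-06), oxidative phosphorylation by 0.35 (3.97e-17), cell cycle by 0.26 (0.00305), sterol synthesis by 0.25 (0.000303) and ribosomal proteins by 0.22 (5.22e-06), where the camera adjusted p is in parentheses and the exact permutation p of the scores lay between 0.0571 and 0.4. Immediate early genes were lower by -0.29 (camera adjusted p = 0.0355; exact p = 0.143). Interferon response genes (0.063, camera adjusted p = 0.381) and ATF4 targets (0.094, camera adjusted p = 0.238) did not pass. None of the 8 calls held under fry or with the correlation estimated per list, each of which called 0 lists, and this setting moved the list counts most in all tables. Among PPAR-alpha targets, 16 of 38 passed when adjusted over the list alone and 0 when adjusted over all genes tested; among tubular injury genes it was 1 of 16 and 0, and in the other lists 0 and 0.

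Several list calls of PT-S1 24 h rested on single animals. Without sham animal 1, ribosomal proteins no longer passed (0.029, camera adjusted p = 0.512). Without UNx animal 3, cell cycle genes no longer passed (0.17, 0.0556). The call of immediate early genes was lost without sham animal 3, UNx animal 1 or UNx animal 3 (camera adjusted p = 0.340, 0.0782 and 0.0798), and with arrayWeights (0.255), log2 of the mean TPM per animal (0.0572) or no filter except TPM above 0 in at least 3 animals (0.119). Over the settings that kept all animals and the preset correlation, apart from a block by replicate number, its adjusted p ranged from 0.00277 to 0.255. Cell cycle genes also lost the call with a mean TPM of at least 5 (0.078, 0.517). ATF4 targets passed with no filter (0.088, 0.00752) and interferon response with arrayWeights (0.12, 0.0495). Without the 2 sham libraries of low correlation, the score of immediate early genes was lower by -0.48 (camera adjusted p = 0.0056), and those of interferon response and ATF4 targets differed by -0.033 (0.909) and 0.037 (0.501).

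The list members with the smallest p in PT-S1 24 h did not pass over all genes. After Fabp1, Cyp4a10 (ENSMUSG00000066072), a member of a cluster of similar genes whose reads may be split between copies, was 231 ± 157 TPM in sham and 1218 ± 522 TPM in UNx animals (SD, n = 3 and 4; change 2.62, relative change 2.81, SE 0.448, limma adjusted p = 0.228, and 0.0298 without UNx animal 4). Tnfrsf12a (ENSMUSG00000023905) changed by 1.12 (relative 1.31, adjusted p = 0.228), from 36.3 ± 3.73 TPM to 82.3 ± 25.9 TPM. Jun (ENSMUSG00000052684) changed by -0.97 (relative -0.78, adjusted p = 0.254), from 40.5 ± 5.71 TPM to 20.6 ± 7.20 TPM. Fgg (ENSMUSG00000033860) changed by 1.32 (adjusted p = 0.299812), with 97.3 TPM in UNx animal 3 against 10.1 to 13.3 TPM in the other UNx animals. The other members named by the rule had relative changes of 0.81 for Msmo1 (ENSMUSG00000031604), 0.79 for Ebp (ENSMUSG00000031168), -0.25 for Tk1 (ENSMUSG00000025574), -0.36 for Ccnd1 (ENSMUSG00000070348), -0.62 for Junb (ENSMUSG00000052837), 1.16 for Gstp1 (ENSMUSG00000060803), 1.39 for Nqo1 (ENSMUSG00000003849), 0.46 for Rpl35a (ENSMUSG00000060636), 0.70 for Ndufb8 (ENSMUSG00000025204) and 0.65 for Ndufb6 (ENSMUSG00000071014). Their adjusted p lay between 0.254 and 0.407. Gstp1 and Rpl35a have near-identical copies, so their values are uncertain.

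**Figure D2:**
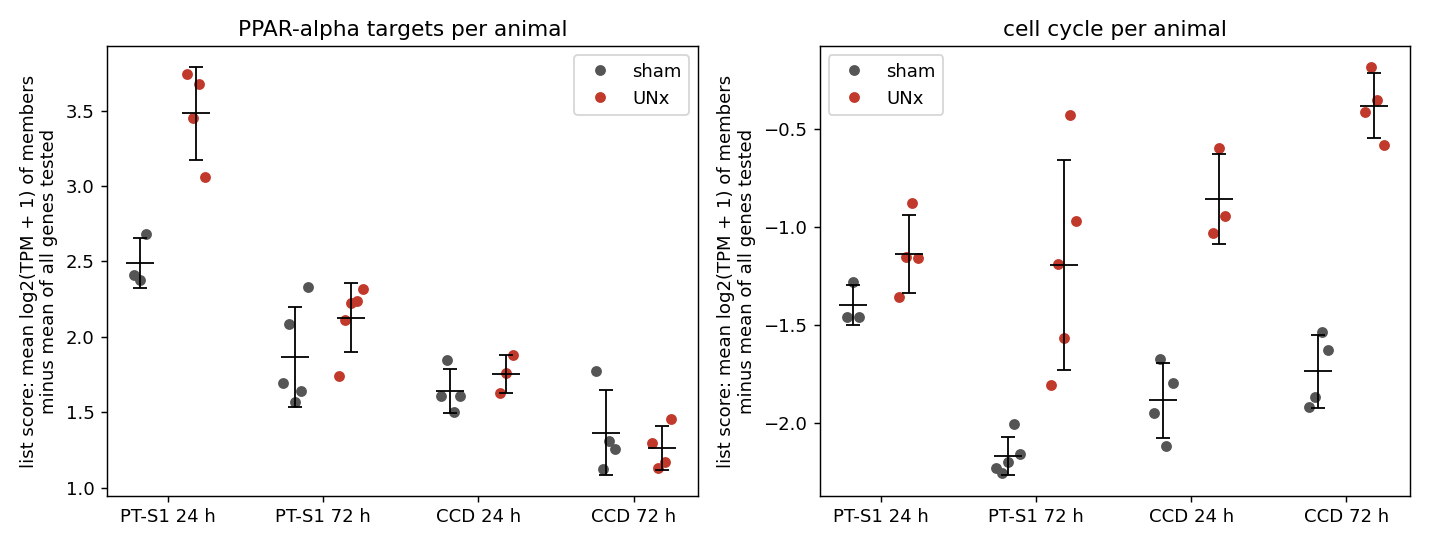
List scores per animal of PPAR-alpha targets (left) and cell cycle genes (right) in the 4 tables, on a y axis of mean log2(TPM + 1) of the members minus the mean of all genes tested. Each dot is 1 animal, the long bar the group mean and the whiskers ± 1 SD; all UNx animals lie above all sham animals for PPAR-alpha targets in PT-S1 24 h (means 3.48 and 2.49) and for cell cycle genes in PT-S1 72 h (-1.19 and -2.17), CCD 24 h (-0.86 and -1.88) and CCD 72 h (-0.38 and -1.74).

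In PT-S1 at 72 h, 0 of 11886 genes passed the threshold (smallest adjusted p = 0.237), and 2432 genes (20.5%) had an unadjusted p under 0.05. The groups did not overlap in 663 genes (5.58%), where chance gives 0.794%. The median change over all genes was -0.29, against -0.030 with quantile normalization, 0.019 with median-ratio scaling and -0.021 without the 2 UNx libraries of low correlation. Leaving out any of the 10 animals gave 0 genes, with between 1178 (without UNx animal 2) and 3344 (without UNx animal 3) at an unadjusted p under 0.05. The genes with the smallest p were Id4 (ENSMUSG00000021379), which was 6.22 ± 1.92 TPM in sham and 1.93 ± 0.696 TPM in UNx animals (SD, n = 5 each; change -1.33, relative -1.05, SE 0.230185, limma adjusted p = 0.237), and Esco2 (ENSMUSG00000022034), which was 0.244 ± 0.189 TPM and 2.47 ± 1.35 TPM (change 1.33, relative 1.61, SE 0.258, adjusted p = 0.237). For Esco2 the values of sham animals 2 and 5 each came from 1 library, with the others of these animals listed at 0.

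In PT-S1 72 h, 4 lists passed the camera threshold, all higher relative to all genes. The cell cycle score was higher by 0.98 (camera adjusted p = 3.57e-39), with all 5 UNx animals above all sham animals (exact p = 0.00794, the smallest possible; 0.0794 adjusted over the 10 lists). The PPAR-alpha score was higher by 0.26 (camera adjusted p = 0.000126; exact p = 0.167), oxidative phosphorylation by 0.50 (1.55e-36; exact p = 0.0714) and ribosomal proteins by 0.25 (1.87e-07; exact p = 0.484). The last pair of these rested on the 2 UNx libraries of low correlation: without them, the oxidative phosphorylation score differed by 0.040 (camera adjusted p = 0.109) and the ribosomal score by -0.25 (4.37e-15), and ribosomal proteins also lost the call without UNx animal 1 (0.390) or UNx animal 2 (0.477). The scores of sterol synthesis (0.094, camera adjusted p = 0.0908), immediate early genes (-0.22, 0.105), tubular injury (0.0064, 0.477), interferon response (-0.098, 0.477), NRF2 targets (-0.047, 0.978) and ATF4 targets (0.023, 0.486) did not pass. Sterol synthesis passed without sham animal 2 (0.00115), UNx animal 1 (0.00771) or UNx animal 2 (0.0215), and immediate early genes passed without sham animal 2 (0.029) or sham animal 4 (0.00948). Both also passed without the 2 UNx libraries of low correlation, sterol synthesis with a score difference of 0.25 (camera adjusted p = 0.000113; exact p = 0.0794) and immediate early genes with -0.21 (0.0405; exact p = 0.270). Both passed with quantile normalization (0.0316 for sterol synthesis, 0.0478 for immediate early genes), median-ratio scaling (0.0274, 0.0231) and log2 of the mean TPM per animal (0.00855, 0.0148). Sterol synthesis also passed with every library as a replicate (0.0327), the animal as a random effect (0.0415) and arrayWeights (4.14e-05). Over the settings that kept all animals and the preset correlation, apart from the block, the camera adjusted p ranged from 4.14e-05 to 0.940 for sterol synthesis and from 0.0148 to 0.495 for immediate early genes. Without the same libraries, tubular injury (0.017, 0.780), NRF2 targets (-0.0066, 0.582) and ATF4 targets (0.082, 0.147) still did not pass. With no filter except TPM above 0 in at least 3 animals, PPAR-alpha targets (0.14, 0.068) and ribosomal proteins (0.14, 0.0577) lost the call, and ribosomal proteins also lost it with quantile normalization (0.036, 0.554). None of the 4 calls held under fry or with an estimated correlation. Adjusted over the list alone, 9 of 40 cell cycle genes passed, against 0 over all genes tested, and 0 in the other lists.

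Among the members named in PT-S1 72 h, Prc1 (ENSMUSG00000038943) was 0.980 ± 0.421 TPM in sham and 5.59 ± 3.83 TPM in UNx animals (SD, n = 5 each; change 1.61, relative 1.90, SE 0.332, limma adjusted p = 0.237), and Top2a (ENSMUSG00000020914) was 0.573 ± 0.274 TPM and 2.65 ± 1.79 TPM (change 1.14, relative 1.43, SE 0.301, adjusted p = 0.237), with the values of sham animals 1, 2 and 5 each from 1 library. Fabp1 changed by 0.97 (relative 1.26), from 7.68 ± 3.73 TPM to 20.02 ± 12.7 TPM, and Cyp4a14 (ENSMUSG00000028715), which shares sequence with its neighbours in the cluster, by 1.91 (relative 2.20). Relative changes were -0.17 for Rpl3 (ENSMUSG00000060036), -0.15 for Rpl4 (ENSMUSG00000032399), 0.93 for Ndufa1 (ENSMUSG00000016427) and 0.85 for Ndufa4 (ENSMUSG00000029632). All had an adjusted p of 0.237.

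In CCD at 24 h, 136 of 13775 genes passed the threshold, 45 higher and 91 lower after UNx, and in all 136 the groups did not overlap. Over all genes tested the groups did not overlap in 2067 (15.01%), where chance gives 5.71%, and 2138 genes (15.5%) had an unadjusted p under 0.05. The split of higher and lower genes depended on the scaling: quantile normalization gave 75 higher and 83 lower genes, 118 of them shared with the 136, and median-ratio scaling 81 higher and 92 lower, with 128 shared. With no filter except TPM above 0 in at least 3 animals, 1 gene passed among 26538 tested. Leaving out an animal gave fewer genes in each case: 18 without sham animal 1, 41 without sham animal 2, 78 without sham animal 3, 26 without sham animal 4, 7 without UNx animal 1, 7 without UNx animal 2 and 78 without UNx animal 3.

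By the rule for naming, 101 genes of CCD 24 h qualified. Among the higher genes, Pbk (ENSMUSG00000022033), a mitotic kinase, was 4.01 ± 2.31 TPM (SD, n = 4) in sham and 20.8 ± 6.07 TPM (SD, n = 3) in UNx animals, a change of 2.34 (SE 0.354, limma adjusted p = 0.0283). Top2a was 2.94 ± 1.43 TPM and 13.7 ± 4.81 TPM, a change of 2.01 (SE 0.306, adjusted p = 0.0289). Vaultrc5 (ENSMUSG00000065145), a small noncoding RNA, was listed at 0 in 3 sham animals and at 4.69 TPM in sham animal 4, against 10.6, 14.3 and 24.5 TPM in the UNx animals (adjusted p = 0.0398). The values of sham animal 4, UNx animal 2 and UNx animal 3 each came from 1 library, at 14.1 TPM in 1 of 3, 28.5 TPM in 1 of 2 and 73.5 TPM in 1 of 3, with the other libraries of these animals listed at 0. Among the lower genes, Ccl20 (ENSMUSG00000026166) was 11.9 ± 7.02 TPM in sham animals and was listed at 0, 0 and 0.037 TPM in the UNx animals (adjusted p = 0.0366), the last from 1 of 3 libraries. Kitl (ENSMUSG00000019966) was 110.4 ± 5.74 TPM and 36.4 ± 7.33 TPM, a change of -1.77 (SE 0.153, adjusted p = 0.00722), and Cdkn1b (ENSMUSG00000003031) was 13.4 ± 2.32 TPM and 3.77 ± 0.865 TPM, a change of -1.61 (SE 0.177, adjusted p = 0.0118).

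Of these 6 genes, Kitl alone kept an adjusted p under 0.05 without each animal in turn (0.00121 to 0.0458). Cdkn1b lost it without UNx animal 1 (0.0699). The highest values were 0.112 for Pbk without UNx animal 2 (5 of 7 fits above the threshold), 0.109 for Top2a without UNx animal 2 (6 of 7), 0.138 for Vaultrc5 without UNx animal 1 (6 of 7) and 0.136 for Ccl20 without UNx animal 2 (6 of 7). The direction of each was the same in all these fits.

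In CCD 24 h, 5 lists passed the camera threshold. The cell cycle score was higher by 1.03 (camera adjusted p = 2.33e-41), with all 3 UNx animals above all sham animals (exact p = 0.0286, the smallest possible; 0.286 adjusted over the 10 lists), and 50 of 51 members rose. This call also held under fry (adjusted p = 0.0229) and failed with an estimated correlation (0.192). The scores of PPAR-alpha targets (0.11, camera adjusted p = 0.00606), ATF4 targets (0.18, 0.000562) and oxidative phosphorylation (0.12, 0.00241) were higher and that of immediate early genes (-0.41, 0.00471) was lower, with exact p between 0.114 and 0.486, and none of these held under fry. The score of immediate early genes was 0.0012 without UNx animal 2 (camera adjusted p = 0.990) and missed the threshold without sham animal 2 (0.0952). PPAR-alpha targets lost the call without sham animal 3 (0.0803), and oxidative phosphorylation lost it without sham animal 4 (0.0615) or UNx animal 1 (0.605). Sterol synthesis (-0.013, camera adjusted p = 0.740159), tubular injury (-0.13, 0.142), interferon response (-0.22, 0.066), NRF2 targets (0.13, 0.0606) and ribosomal proteins (0.032, 0.951) did not pass. Without UNx animal 3, tubular injury (0.00255), interferon response (0.00744) and ribosomal proteins (0.00774) passed, so that 8 lists did. Interferon response also passed without sham animal 1 (0.00836) or sham animal 2 (0.00528), NRF2 targets without sham animal 1 (0.00482), UNx animal 1 (0.0244) or UNx animal 2 (0.0465), and ribosomal proteins, then lower by -0.04, without UNx animal 1 (0.0244). With all animals, PPAR-alpha targets lost the call with quantile normalization (0.0707) and oxidative phosphorylation with arrayWeights (0.202). NRF2 targets passed with no filter except TPM above 0 in at least 3 animals (0.0107), median-ratio scaling (0.0346) and every library as a replicate (0.0399), interferon response with median-ratio scaling (0.0314) and tubular injury with a mean TPM of at least 5 (0.0433).

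Adjusted over the list alone, 43 of 51 cell cycle genes passed in CCD 24 h, against 18 over all genes tested. The counts were 4 and 0 for ATF4 targets, 2 and 0 for PPAR-alpha targets, 2 and 0 for tubular injury genes, 1 and 1 for ribosomal proteins, and 0 and 0 in the remaining lists. Prc1 changed by 1.73 and Ube2c (ENSMUSG00000001403) by 1.91, both with an adjusted p of 0.0118; Ube2c lost the threshold without UNx animal 1 (0.0699) or UNx animal 2 (0.0719), and Prc1 kept it without each animal in turn. The other members named had changes of 0.63 for Slc25a20 (ENSMUSG00000032602), 0.64 for Acot2 (ENSMUSG00000021226), -1.20 for Gadd45b (ENSMUSG00000015312), -0.47 for Klf6 (ENSMUSG00000000078), 0.46 for Nars (ENSMUSG00000024587), 0.59 for Psat1 (ENSMUSG00000024640) and -0.19 for Atp5md (ENSMUSG00000071528), with adjusted p between 0.0655 and 0.255. Cox6c2 (ENSMUSG00000066491), a processed pseudogene copy of Cox6c whose reads may be shared, was listed at 0 in 3 sham animals and at 1.35 TPM in sham animal 4, against 3.39 ± 1.47 TPM in UNx animals (adjusted p = 0.0717). The values of sham animal 4 (4.06 TPM in 1 of 3 libraries) and UNx animal 2 (4.17 TPM in 1 of 2) each came from 1 library.

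In CCD at 72 h, 82 of 13770 genes passed the threshold, 80 higher and 2 lower, and in all 82 the groups did not overlap. Over all genes tested the groups did not overlap in 657 (4.77%), where chance gives 2.86%, and 1031 genes (7.49%) had an unadjusted p under 0.05. With no filter except TPM above 0 in at least 3 animals, 7 genes passed among 28950 tested, all of them among the 82. Leaving out an animal gave 65, 43, 63 and 73 genes without sham animals 1 to 4, and 14, 10, 8 and 43 genes without UNx animals 1 to 4. By the rule for naming, 40 genes qualified, all of the named ones higher. Pbk was 3.29 ± 1.40 TPM in sham and 25.95 ± 8.73 TPM in UNx animals (SD, n = 4 each), a change of 2.70 (SE 0.277, limma adjusted p = 0.00634). Ube2c was 6.28 ± 2.83 TPM and 31.98 ± 10.1 TPM, a change of 2.36 (SE 0.382, adjusted p = 0.0275), and Ccna2 (ENSMUSG00000027715) was 2.83 ± 1.46 TPM and 15.4 ± 3.19 TPM, a change of 2.26 (SE 0.243, adjusted p = 0.00794). Without each animal in turn, the adjusted p stayed under 0.05 for Pbk (0.0079 to 0.0435) and Ccna2 (0.00552 to 0.0456), and rose to 0.105 for Ube2c without UNx animal 1, with 5 of 8 fits above the threshold.

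In CCD 72 h, 5 lists passed the camera threshold. The cell cycle score was higher by 1.35 (camera adjusted p = 1.57e-80), with all 4 UNx animals above all sham animals (exact p = 0.0286, the smallest possible; 0.286 adjusted over the 10 lists), and all 51 members rose. This call held under fry (adjusted p = 0.000986) and with an estimated correlation (0.022), and was the one list call of this table that did. The score was higher for interferon response by 0.62 (camera adjusted p = 3.15e-08; exact p = 0.2; 3 of 4 UNx animals above all sham animals), ribosomal proteins by 0.23 (3.52e-19; exact p = 0.0857) and oxidative phosphorylation by 0.26 (7.13e-26; exact p = 0.143), and lower for immediate early genes by -1.08 (2.36e-15; exact p = 0.0857). Without the sham library of low correlation, the score of ribosomal proteins was higher by 0.41 (camera adjusted p = 6.18e-31; exact p = 0.0571) and that of oxidative phosphorylation by 0.41 (5.76e-49; exact p = 0.0286). PPAR-alpha targets (-0.101, camera adjusted p = 0.928), sterol synthesis (0.059, 0.219), tubular injury (-0.16, 0.120), NRF2 targets (0.087, 0.0749) and ATF4 targets (0.054, 0.312) did not pass. Tubular injury passed without sham animal 3 (0.0388), sham animal 4 (0.0296) or UNx animal 2 (0.0147), NRF2 targets without sham animal 1 (0.0104) or UNx animal 2 (0.0313), sterol synthesis without sham animal 3 (0.0297) and ATF4 targets without sham animal 2 (0.00988). NRF2 targets also passed without the library of low correlation, with a score 0.15 higher (camera adjusted p = 0.00314; exact p = 0.0571), and with arrayWeights (0.00216), quantile normalization (0.0388) or a mean TPM of at least 5 (0.0446). Its adjusted p ranged from 0.00216 to 0.266 over the settings that kept all animals and the preset correlation. Tubular injury passed with a mean TPM of at least 5 (0.0446) or no filter except TPM above 0 in at least 3 animals (0.0352), and ATF4 targets with arrayWeights (0.0409). The score of PPAR-alpha targets differed by -0.044 (0.483) without the library of low correlation.

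Adjusted over the list alone, 50 of 51 cell cycle genes passed in CCD 72 h, against 32 over all genes tested. The counts were 12 and 1 for oxidative phosphorylation, 4 and 0 for ribosomal proteins, and 0 and 0 in the remaining lists. E2f1 (ENSMUSG00000027490) was 0.629 ± 0.332 TPM in sham and 5.05 ± 0.445 TPM in UNx animals (change 1.96, SE 0.193, limma adjusted p = 0.00634), and Mcm3 (ENSMUSG00000041859) was 6.64 ± 1.44 TPM and 23.1 ± 1.83 TPM (change 1.71, SE 0.170172, adjusted p = 0.00634). Sdhc (ENSMUSG00000058076) was 184 ± 21.96 TPM and 294 ± 21.2 TPM (change 0.68, SE 0.106, adjusted p = 0.0221), with an adjusted p of up to 0.101 when an animal was left out (without UNx animal 3). The other members named had changes of 1.02 for Tap1 (ENSMUSG00000037321), -0.89 for Klf6, -0.87 for Ier2 (ENSMUSG00000053560), 0.88 for Rps29 (ENSMUSG00000034892), 0.55 for Rpl12 (ENSMUSG00000038900) and 0.85 for Ndufb1 (ENSMUSG00000113902), with adjusted p between 0.0942 and 0.464. Rps29 and Rpl12 have near-identical pseudogene copies, so their values are uncertain.

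The effect of UNx was then compared between times. In PT-S1, 0 of 11455 genes differed between 24 h and 72 h (381 at an unadjusted p under 0.05), and in CCD 0 of 13253 (658 at an unadjusted p under 0.05). The count in PT-S1 did not stay at 0 without the libraries of low correlation or with arrayWeights, as given below. Of the genes tested at both times in CCD, 135 passed at 24 h and 81 at 72 h, and 33 passed at both, all in the same direction. At 72 h, 120 of the 135 had the sign they had at 24 h, and at 24 h, 80 of the 81 had the sign they had at 72 h. Across genes, which are not independent replicates, the changes at both times had a Pearson correlation of 0.422 (Spearman 0.333) in CCD and 0.443 (0.434) in PT-S1.

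Genes with an effect of UNx differing between PT-S1 and CCD numbered 15 of 10988 at 24 h, 13 with a more positive and 2 with a more negative change in CCD than in PT-S1, and 1695 had an unadjusted p under 0.05. At 72 h they numbered 0 of 11035 (1030 at an unadjusted p under 0.05). The count at 24 h moved most with arrayWeights, to 1468 genes. It was 0 without PT-S1 UNx animal 1 or 2, without CCD sham animal 1 or 3, or without CCD UNx animal 1 or 2; it was 163 without PT-S1 sham animal 3, 51 without PT-S1 UNx animal 4, 24 without PT-S1 UNx animal 3, 5 without PT-S1 sham animal 2, 6 without CCD UNx animal 3, and 1 without PT-S1 sham animal 1 or CCD sham animal 4. Zfp777 (ENSMUSG00000071477) changed by -0.85 in PT-S1 and 0.58 in CCD, a difference of 1.43 (SE 0.217, limma adjusted p = 0.0362). Irf2bp2 (ENSMUSG00000051495) changed by -1.43 and 0.58, a difference of 2.01 (SE 0.309, adjusted p = 0.0362). Each missed the threshold in 8 of the 14 fits that left out an animal, with adjusted p up to 0.131.

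None of the 40 differences of list scores between times or segments passed Benjamini-Hochberg adjustment (smallest adjusted p = 0.567). The smallest exact permutation p was 0.018, for tubular injury genes at 24 h, whose score difference was 0.69 in PT-S1 and -0.13 in CCD. Members tested differ between tables, so scores need not cover the same genes. In PT-S1 the cell cycle score difference was 0.26 at 24 h (23 members) and 0.98 at 72 h (40, exact p = 0.0943). In CCD it was 1.03 and 1.35 (51 each, exact p = 0.641). For PPAR-alpha targets it was 0.99 at 24 h and 0.26 at 72 h in PT-S1 (exact p = 0.134). In CCD at 24 h it was 0.11 (exact p against PT-S1 = 0.0571). For interferon response genes it was -0.22 at 24 h and 0.62 at 72 h in CCD (exact p = 0.0951).

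Cell type marker scores were compared between UNx and sham animals, but the numbers of animals did not allow a single list to pass adjustment over the 11 lists of a table. Its adjusted exact p could not go below 0.314 in PT-S1 24 h, CCD 24 h and CCD 72 h, where 7 lists at the smallest possible p would be needed to pass, or below 0.0873 in PT-S1 72 h. That none passed therefore says nothing about whether a score differed. In the order PT-S1 24 h, PT-S1 72 h, CCD 24 h and CCD 72 h, the differences were 0.12, 0.084, -0.065 and -0.019 for podocytes, 0.18, -0.31, 0.041 and -0.18 for endothelium, and 0.32, 0.19, -1.21 and -0.28 for the thick ascending limb. They were -0.14, 0.042, -0.045 and 0.026 for the distal convoluted tubule, -0.088, 0.18, -0.13 and -0.31 for proximal tubule S1/S2, and 0.98, -0.070373, -0.74 and -0.51 for proximal tubule S3. They were 0.13, 0.22, 0.32 and -0.012 for principal cells, 0.099, -0.21, 0.19 and 0.21 for intercalated cells, and -0.11, 0.26, -0.041 and 0.21 for macrophages and leukocytes. They were 0.21, 0.59, 0.31 and -0.019 for fibroblasts and mural cells, and 0.63, 0.0103, -0.65 and -0.33 for erythrocytes, whose haemoglobin genes have near-identical copies. The smallest exact permutation p was 0.0286, for the thick ascending limb in PT-S1 24 h (0.314 adjusted over the 11 lists).

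Clock genes gave a phase score, the score of genes in phase with Dbp minus that of genes opposite to it. UNx and sham animals differed in it by -0.66 in PT-S1 24 h (exact p = 0.0857), 0.76 in PT-S1 72 h (exact p = 0.0317), -0.50 in CCD 24 h (exact p = 0.229) and -0.63 in CCD 72 h (exact p = 0.343). None passed adjustment over the 4 tables (smallest adjusted p = 0.127), which a single table with a smallest possible p of 0.0286 could not have done. Genes in phase with Dbp differed by -0.44, 0.196, -0.38 and -0.63 in the same order, and genes opposite to it by 0.22, -0.57, 0.12 and -0.0010141.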

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

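The tests of library complexity, of genes resting on a single library and of the libraries of low correlation in the comparison of segments were chosen after the results they bear on had been seen. The other tests in this part were written down before their results were seen. A value was singled out where the highest or lowest animal or library of a group lay apart from the nearest other by more than the critical value of Dixon's ratio, the gap divided by the range of the group. This held for 10 of 154 values checked, where chance gives 7.7, so a single such value carries little weight.

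In PT-S1 at 24 h, 3 values set UNx animal 3 apart. For Gm27640 the ratio was 1, because this animal had 2.55 TPM and the other UNx animals were listed at 0. This value rested on 1 of its 2 libraries (5.1 TPM), so few reads may lie behind it. That of sham animal 2 also came from 1 of 2 libraries (30.8 TPM). Fgg had a ratio of 0.886, with 97.3 TPM in UNx animal 3 and 13.3 TPM in the next, and the score of NRF2 targets had a ratio of 0.850, with 3.55 against 3.07. A candidate technical explanation is that the tubules of this animal reached further into the third segment of the proximal tubule. Its score of proximal tubule S3 markers lay 0.73 above the highest of the other UNx animals. Of the 7 markers in that list, 6 had a sham mean of at least 1 TPM in PT-S1 24 h, and none is in another list. Whether cells of the first segment express them or S3 was carried over into the sham dissections was not tested; the most abundant in sham animals, Atp11a, averaged 51.7 ± 25.3 TPM in sham and 60.4 ± 41.9 TPM in UNx animals, and the next, Slc6a18, averaged 35.2 ± 15.3 TPM and 169 ± 149 TPM. UNx animal 3 was also the highest UNx animal for erythrocyte (-2.12, next -3.74) and endothelium markers (-0.30, next -1.04). Its S1/S2 score was the lowest of all animals (5.06, next 5.41), as a longer dissection predicts. The markers thus point both ways. With 1 animal, a longer dissection, other dissected material and a stronger response cannot be told apart, and all stay open.

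In CCD at 24 h, sham animal 4 was the one sham animal above 0 for Vaultrc5 (4.69 TPM, ratio 1) and for Cox6c2 (1.35 TPM, ratio 1). In each case the value came from 1 of its 3 libraries, at 14.1 TPM for Vaultrc5 and 4.06 TPM for Cox6c2, consistent with few reads behind values of genes near 0. The UNx values share this limit in part: Vaultrc5 was above 0 in 1 of 2 libraries of UNx animal 2 (28.5 TPM) and 1 of 3 of UNx animal 3 (73.5 TPM), and Cox6c2 in 1 of 2 of UNx animal 2 (4.17 TPM). Thus 2 of the 3 UNx values of Vaultrc5 rest on 1 library each. Reads shared between Cox6c2, a processed pseudogene, and Cox6c were not tested and stay open. No biological explanation was tested for either.

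In CCD at 72 h, UNx animal 3 had the lowest score of interferon response genes among the UNx animals, -1.20 against 0.054 for the next (ratio 0.859). Its score of macrophage and leukocyte markers lay -0.50 from the lowest of the other UNx animals, that is below all of them, which is consistent with fewer leukocytes in its library as a source of this value. All 8 markers of that list had a sham mean of at least 1 TPM in CCD 72 h and none is in another list; Cd74, the most abundant, averaged 184 ± 86.6 TPM in sham and 230 ± 73.8 TPM in UNx animals. A weaker interferon response of this animal was not tested and stays open.

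Of the libraries, 3 stood apart. Library 1 of sham animal 1 in PT-S1 24 h had a median correlation of 0.824 with the other libraries of its table (ratio 0.541, next 0.904), and its number of genes above 0 TPM minus the lowest of the other sham libraries was -353. Against a less complex library, it had 12297 genes with at least 1 TPM, more than 6 of the 7 other sham libraries, and its 10 most abundant genes took 11.5% of TPM, against 17.3% to 22.03% in the others. A UNx library of the same table with 17661 genes above 0 TPM, fewer still, had a median correlation of 0.969. For this library a difference in complexity or depth and other causes cannot be told apart, because these values point both ways. Library 2 of UNx animal 4 in CCD 72 h had 14875 genes with at least 1 TPM, against 13852 in the next (ratio 0.670), and a median correlation of 0.962 (ratio 0.703). It had 4423 more genes above 0 TPM than the highest of the other UNx libraries. This is consistent with a difference in library complexity or depth, which TPM values do not record, although its 10 most abundant genes took 8.94% of TPM, inside the range of the other UNx libraries (6.18% to 9.88%). Library 2 of sham animal 1 in CCD 72 h had a median correlation of 0.914 (ratio 0.796, next 0.956), but its number of genes above 0 TPM lay 61 above the lowest of the other sham libraries, inside their range. It had the fewest genes with at least 1 TPM of the sham libraries (12681, next 13397) and the highest share of TPM in its 10 most abundant genes (11.03%, next 10.2%). These values also point both ways, so that a loss of complexity and other causes cannot be told apart. No biological explanation was tested for single libraries.

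At 24 h, 15 genes had an effect of UNx differing between PT-S1 and CCD. Of 100 random joint splits of the animals of both tables, 1 gave as many genes, the real one. Splits assume no effect in either table, so they do not test whether effects differ. Libraries of low correlation did not produce the count, since 179 genes passed without them. Zfp777 differed by 1.43 between segments and Irf2bp2 by 2.01. The shift of the median of all genes in PT-S1 accounts for a small part at most, because after median-ratio scaling the differences were 1.27 for Zfp777 and 1.85 for Irf2bp2. What stays open is that single animals decide whether genes pass. The count was 0 in 6 of the 14 fits that left out an animal, and 163 without PT-S1 sham animal 3. A segment-specific response of these genes is a hypothesis, found and tested on the same animals.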

How the results depend on the processing

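Of the settings in this part, leaving out the libraries of low correlation was chosen after seeing the data. Apart from the cases given with a reason, the cause of a change was not tested. Leaving out mitochondrially encoded genes and robust empirical Bayes changed no count of genes, lists or interactions by over 1.5 times, and neither did a pseudocount of 0.1. Without mitochondrially encoded genes, 40 of 40 list results and 74 of 74 named genes kept their direction and their side of the threshold.

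In PT-S1 24 h, the count of 0 genes (2109 at an unadjusted p under 0.05) became 2 with no filter except TPM above 0 in at least 3 animals, 1 with median-ratio scaling, 85 with every library as a replicate, 100 with the animal as a random effect, 1426 with arrayWeights, and 1 without the libraries of low correlation. In PT-S1 72 h, 0 (2432 at an unadjusted p under 0.05) became 18 with every library as a replicate, 10 with the animal as a random effect, 1346 with arrayWeights and 1 without the libraries of low correlation. Treating libraries as replicates counts several libraries of an animal as independent, which by construction narrows the errors. Weights are estimated from these few animals themselves, and other splits of the animals in which they converged reached 2417 genes in PT-S1 24 h and 2658 in PT-S1 72 h with them.

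In CCD 24 h, 136 genes became 1 with no filter except TPM above 0 in at least 3 animals, 1027 with every library as a replicate and 485 with the animal as a random effect. In CCD 72 h, 82 genes became 39 with a mean TPM of at least 5, 7 with no filter except TPM above 0 in at least 3 animals, 150 with every library as a replicate, and 129 without the library of low correlation. Without the filter the adjustment runs over 26538 and 28950 genes in place of 13775 and 13770, many of them near 0. The filter at 5 tests 10346 genes and so drops genes with low values.

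Leaving out each animal in turn gave from 0 (without sham animal 1, among others) to 8 genes (without UNx animal 4) in PT-S1 24 h, 0 genes in every fit of PT-S1 72 h (from 1178 to 3344 at an unadjusted p under 0.05), from 7 (without UNx animal 1 or 2) to 78 genes (without sham animal 3 or UNx animal 3) in CCD 24 h, and from 8 (without UNx animal 3) to 73 genes (without sham animal 4) in CCD 72 h. These fits have fewer animals. The number of lists called in CCD 24 h ranged from 4 (without sham animal 3) to 8 (without UNx animal 3).

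The counts of lists past the threshold depended most on how the correlation between genes was treated. With fry 0 of 10 lists passed in PT-S1 24 h, 0 in PT-S1 72 h, 1 in CCD 24 h and 1 in CCD 72 h, and with the correlation estimated per list 0, 0, 0 and 1 passed. Both allow for correlation within a list, which the preset value of 0.01 holds low. With no filter except TPM above 0 in at least 3 animals, 2 lists passed in PT-S1 72 h in place of 4.

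Fry tests a list against 0 and not against all genes, so by construction it follows the shift of all genes, and the mean change of some lists had the other sign than their score: interferon response (-0.11) and ATF4 targets (-0.076) in PT-S1 24 h, sterol synthesis (-0.16), tubular injury (-0.24) and ATF4 targets (-0.23) in PT-S1 72 h, and ribosomal proteins (-0.025) in CCD 24 h.

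Other list scores that changed sign with a setting lay between -0.047 and 0.094 as reported, apart from ribosomal proteins in PT-S1 72 h. In PT-S1 24 h, interferon response turned to -0.025 with a mean TPM of at least 5 and to -0.033 without the libraries of low correlation. In PT-S1 72 h, NRF2 targets turned to 0.0040352 with a pseudocount of 0.1, 0.0079 with median-ratio scaling and 0.041 with arrayWeights. ATF4 targets turned to -0.028 with a pseudocount of 5, -0.023 with a mean TPM of at least 5 and -0.034 with no filter. The score of sterol synthesis turned to -0.029 with no filter. The score of tubular injury turned to -0.023 with no filter, -0.0047 with quantile normalization, -0.042 with median-ratio scaling and -0.054 with log2 of the mean TPM per animal. The score of ribosomal proteins in PT-S1 72 h turned from 0.25 to -0.27 with arrayWeights and to -0.25 without the 2 libraries of low correlation, so the higher score rested on these libraries. In CCD 24 h, ribosomal proteins turned to -0.013 with quantile normalization. In CCD 72 h, ATF4 targets turned to -0.018 with a mean TPM of at least 5, and sterol synthesis to -0.033 with arrayWeights.

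Among the dissection markers, Lrp2 in PT-S1 24 h turned to 0.011 with arrayWeights. At 72 h in PT-S1, Slc5a2 turned to 0.22 with median-ratio scaling, 0.081 with log2 of the mean TPM per animal, 0.43 with arrayWeights and 0.44 without the libraries of low correlation. Slc34a1 turned to 0.33, 0.201, 0.45 and 0.55 in the same settings. Slc5a12 turned to 0.21 with median-ratio scaling, 0.098 with arrayWeights and 0.25 without the libraries of low correlation. In CCD 24 h, Scnn1b turned to 0.00995 with median-ratio scaling. In CCD 72 h, Avpr2 turned to -0.0026 with quantile normalization, -0.017 with median-ratio scaling, -0.0041 with log2 of the mean TPM per animal and -0.069 without the library of low correlation. Aqp2 turned to -0.0057 with median-ratio scaling and -0.00042 without that library, and Scnn1b to 0.000299 with quantile normalization. None of these markers had passed the threshold as reported. Of the markers, Aqp2, Aqp3 and Avpr2 in CCD 24 h rose past it with every library as a replicate, to changes of 1.27, 0.75 and 0.38, and with the animal as a random effect, to 1.21, 0.74 and 0.36.

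Across the fits that each left out 1 animal, results that changed sign ranged as follows. In PT-S1 72 h, Slc5a2 ranged from -0.33 to 0.090347 and Slc34a1 from -0.24 to 0.15, and the scores of tubular injury ranged from -0.019 to 0.023, interferon response from -0.19 to 0.083, NRF2 targets from -0.12 to 0.021 and ATF4 targets from -0.018 to 0.056. In CCD 24 h, Scnn1b ranged from -0.13 to 0.047, and the scores of sterol synthesis from -0.084 to 0.053, immediate early genes from -0.71 to 0.0012 and ribosomal proteins from -0.0396 to 0.104. In CCD 72 h, Aqp2 ranged from -0.195 to 0.33, Aqp3 from -0.22 to 0.11, Avpr2 from -0.089 to 0.091 and Scnn1b from -0.100394 to 0.071, and the scores of PPAR-alpha targets from -0.18 to 0.033, sterol synthesis from -0.031 to 0.13 and ATF4 targets from -0.018 to 0.17.

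For the effect of UNx differing between 24 h and 72 h, 0 genes in PT-S1 became 1 with no filter, 376 with arrayWeights and 187 without the libraries of low correlation, and 0 in CCD became 1 with every library as a replicate and ranged from 0 to 1 across the fits that left out an animal. For the effect of UNx differing between PT-S1 and CCD, the 15 genes at 24 h became 25 with a pseudocount of 5, 9 with a mean TPM of at least 5, 43 with no filter, 24 with quantile normalization, 53 with every library as a replicate, 53 with the animal as a random effect, 1468 with arrayWeights and 179 without the libraries of low correlation. They ranged from 0 to 163 across the fits that left out an animal. At 72 h, 0 genes became 1 with no filter, 3 with every library as a replicate, 2 with the animal as a random effect, 64 with arrayWeights and 9 without the libraries of low correlation, and ranged from 0 to 1 across the fits that left out an animal.

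Sham and UNx animals share numbers in the labels, so a block by replicate number was fitted. Animals of the same number deviated together, with a correlation over 0.1, in 1 of 3 pairs in PT-S1 24 h, 2 of 5 in PT-S1 72 h, 0 of 3 in CCD 24 h and 2 of 4 in CCD 72 h, so the numbers do not pair the animals. With the block, 80 genes passed in PT-S1 24 h, 0 in PT-S1 72 h (1909 at an unadjusted p under 0.05), 0 in CCD 24 h (1924) and 3 in CCD 72 h, and the score of ribosomal proteins in CCD 24 h was -0.011. Immediate early genes in PT-S1 72 h (camera adjusted p = 0.011), interferon response in CCD 24 h (0.0166) and tubular injury in CCD 72 h (0.0339) passed with it. The block uses up degrees of freedom and gives no weight in the comparison to animals whose number the other group lacks.

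The remaining changes concern single lists and named genes. Across the fits that left out an animal, 271 of 320 list results and 512 of 591 gene results kept direction and side of the threshold, 11 lists and 53 genes became weaker, 20 lists and 5 genes stronger, and 18 lists and 21 genes changed sign. With every library as a replicate, 15 of 74 named genes became stronger and 1 weaker, with arrayWeights 20 became stronger, and with no filter 10 became weaker. With fry 20 of 40 list results became weaker, and with the correlation estimated per list 21. The depth of the libraries is unknown, so its effect on genes with low values could not be measured.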

Other observations

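The tests of leukocyte markers, and the tests of whether libraries of low correlation explain the few genes called in PT-S1, were chosen after the results they bear on had been seen; the other tests were written down before their results were seen. Each pattern was found and tested on the same animals, so each explanation is a hypothesis.

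The number of genes past the threshold in CCD was tied to the operation. Of the 35 possible splits of the 7 animals at 24 h, 1 gave at least 136 genes, the real one, and the highest of the others gave 3. At 72 h, 1 of 35 splits gave at least 82 genes, again the real one, and the highest of the others gave 4. The number of gene lists past the camera threshold did not single out the operation. As many lists passed in 3 of 35 splits in PT-S1 24 h, 78 of 100 in PT-S1 72 h, 26 of 35 in CCD 24 h and 24 of 35 in CCD 72 h, with a median of 5 lists over the other splits in all 4 tables. With a preset correlation of 0.01 between genes, camera may therefore call lists whose genes vary together among animals whatever their group, and a call by camera alone carries little weight in these tables.

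In PT-S1 the counts of 0 genes past the threshold were reached or exceeded by all 35 splits at 24 h and by all 100 splits drawn of 126 at 72 h, as any count must. The number at an unadjusted p under 0.05 was as high in 1 of 35 splits at 24 h (2109 genes) and 2 of 100 at 72 h (2432 genes), although other splits came close or went beyond, with up to 2093 genes at 24 h and 2676 at 72 h. The margin over other splits is thus narrow at 24 h, where the number fell to 826 without sham animal 1. At 72 h it fell to 1178 without UNx animal 2. The shift of the median of all genes adds to these numbers, which were 1545 and 1567 with quantile normalization. With arrayWeights, which gave 1426 and 1346 genes, 3 of 35 and 7 of 100 splits gave as many, so these larger counts could also arise from weighting a few animals. The weights did not converge in 4 and 2 of these splits, the real ones not among them, and without those 2 of 31 and 5 of 98 splits gave as many. Libraries of low correlation are not the cause of the low counts: without them, 1 gene passed at 24 h and 1 at 72 h. The procedure recovered 53.4% and 47.2% of simulated changes of 1 on the log2 scale in these tables, against 87.8% and 75.2% in CCD, so changes of that size are harder to see in PT-S1.

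For the effect of UNx differing between times, 0 genes passed in PT-S1 (381 at an unadjusted p under 0.05) and in CCD (658). The same held between segments at 72 h (1030). All 100 joint splits reached each count, as any split must, so they decide nothing here. Of simulated effects differing by 2, the procedure recovered 96.4% between times in CCD, 92.4% between segments at 72 h and 82.4% between times in PT-S1. Simulated tables without change gave at most 0.2 lists on average, against a median of 5 over the other splits, so they match only in part. With that limit, the counts of 0 in CCD and between segments argue against many differences of that size. In PT-S1 many genes passed without the libraries of low correlation or with arrayWeights, so nothing is drawn from its count. Smaller differences stay open throughout.

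PPAR-alpha targets had a score 0.99 higher after UNx in PT-S1 24 h. All of 10000 lists matched on expression, length and GC had a lower median change (percentile 100), which argues against a bias of length or GC as the whole cause. The median change was 0.54 in the list, 0.0074 in matched lists and -0.19 over all genes, so these properties may account for part of the rise relative to all genes. S3 markers were 0.98 higher in the UNx animals (exact permutation p = 0.229), and the slope between libraries of the same animal predicted a shift of 0.11 from it, which left 0.88 (exact p = 0.0286, the smallest possible). This slope has no standard error and the uncorrected p was the same, so a dissection towards S3 and the time of day stay open. The clock phase score differed by -0.66 (exact p = 0.0857), and its genes in phase with Dbp alone by -0.44 (exact p = 0.0286). With 3 against 4 animals, a difference in time of day or feeding phase and an early rise of fatty acid oxidation genes after UNx cannot be told apart here. The list did not pass under fry (adjusted p = 0.0958) or with an estimated correlation (0.122), and without the libraries of low correlation the score differed by 0.93 (exact p = 0.0571).

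Cell cycle genes rose in CCD at both times and in PT-S1 at 72 h, by 1.03, 1.35 and 0.98. Each list lay above all of 10000 lists matched on expression, length and GC (percentiles 100, 100 and 100). If more leukocytes were the source, their markers were assumed to rise by as much as the cell cycle genes. This assumption was not tested. In CCD the leukocyte score fell short of the cell cycle rise by 3.28 standard errors at 24 h and 3.05 at 72 h. Under the assumption, these values argue against more leukocytes in these libraries as the source. Leukocytes that divide without a rise of their markers stay open. All 8 leukocyte markers had a sham mean of at least 1 TPM in CCD at both times, and Cd74, the most abundant, averaged 214 ± 63.6 TPM in sham and 226 ± 62.0076 TPM in UNx animals at 24 h. In PT-S1 72 h the shortfall was 1.24 standard errors, too little to decide by itself. Between libraries of the same animal there, the cell cycle score followed the leukocyte score with a slope of 0.14 (SE 0.14). The slope that leukocytes as the source would give was not measured. The shift that the slope of 0.14 predicts left a difference of 0.94 (exact p = 0.0159). Without each animal in turn, this difference ranged from 0.67 to 1.13 (exact p up to 0.0397). UNx animal 4 had the highest cell cycle score of the 10 animals (-0.43) and the lowest leukocyte score (-2.51). Cd74 averaged 179 ± 91.7 TPM in sham and 149 ± 108 TPM in UNx animals. Cd52 was higher in UNx animals (5.92 ± 3.13 TPM in sham, 15.3 ± 14.8 TPM in UNx), as was Tyrobp (7.83 ± 5.49 and 11.4 ± 7.38 TPM). The means of the remaining leukocyte markers were not higher. As far as the slope of 0.14 captures their effect, these values argue against more leukocytes as the whole cause in PT-S1 72 h. A part of the rise, and dividing cells without these markers, stay open. The rise in PT-S1 72 h did not come from the 2 libraries of low correlation, since it was 0.88 without them (exact p = 0.0476). Entry of collecting duct cells into the cell cycle after UNx is a hypothesis in line with these values.

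Oxidative phosphorylation genes were higher relative to all genes in PT-S1 24 h, PT-S1 72 h and CCD 72 h, at percentiles of 99.2, 100 and 100 among lists matched on expression, length and GC, so these properties are not the whole cause. They may account for most of the rise in PT-S1 24 h, where the median change was 0.198 in the list, 0.11 in matched lists and -0.19 over all genes. At 72 h in PT-S1 the medians were 0.36, -0.073 and -0.29, and in CCD 72 h 0.26, 0.026 and 0.0102. In PT-S1 72 h the difference nonetheless rested on the 2 UNx libraries of low correlation, without which it was 0.040 (camera adjusted p = 0.109). The exact p of the scores was 0.2, 0.0714 and 0.143 in these tables, and in CCD 72 h, without the library of low correlation, the difference was 0.41 (exact p = 0.0286) in place of 0.26. What raised the scores in PT-S1 24 h and CCD 72 h stays open.

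Interferon response genes were higher in CCD 72 h, above all matched lists (percentile 100), in 3 of 4 UNx animals. The leukocyte score fell short of their rise by 1.11 standard errors, too little to decide, so leukocytes and tubule cells cannot be told apart as the source.

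The 91 genes lower in CCD 24 h were longer and poorer in GC than matched genes. Their median length was 1735 bases against 1406.5 in matched sets (percentile 96.8), and their median GC content was 45.7% against 50.3% (percentile 0 of 10000 sets). After a loess trend on length and GC was removed from each animal, 68 lower genes passed, 63 of them among the 91, beside 71 higher genes. Such a trend may account for part of the excess of lower over higher genes, and it is not the whole cause of the lower genes.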
